A study of Mus musculus with 4 samples. Its data were reported in "mTORC1 upregulates B7-H3/CD276 to inhibit antitumor T cells and drive tumor immune evasion" (2023).

How the data were processed

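The samples are 4 droplet libraries of T cells sorted by flow cytometry for the surface protein CD3 from subcutaneous tumors in C57BL/6J mice. The tumors grew from 105K cells, a mouse kidney tumor line without Tsc2. The control libraries (sh-NC, n = 2) came from tumors with a non-targeting short hairpin RNA, and the knockdown libraries (sh-B7-H3 (1), n = 2) from tumors with a hairpin against Cd276, the gene of the immune checkpoint protein B7-H3. Each library holds polyadenylated RNA and antibody-derived surface tags of the same cells (CITE-seq, 10x Genomics 3' chemistry). Per the labels, 80 tumors of a group were pooled before sorting and loaded on duplicate lanes. The paper's text differs from the labels: a legend calls the libraries of a group independent samples, and the methods describe loading of 1 lane. The labels were followed here, so the 2 libraries of a group were taken as lanes of 1 pool. The counts do not settle this. Between libraries of a group genes varied 1.41 to 2.12 times as much as counting alone gives, but tags 40.97 to 383 times. The TIGIT tag was counted 89007 times in CD4+ cells of knockdown library 1 and 349 times in those of library 2. Lanes of cells stained together should not differ so much, so this tag argues against a common staining. The spread of the 2 libraries is still read as the spread between lanes, and every p-value speaks of these 2 pools, not of other mice.

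The deposited values are counts of unique molecular identifiers (UMIs), which the authors made with Cell Ranger and the STAR aligner against the mouse mm10 transcriptome, without normalization. The authors' files give 32285 genes and the tags for the barcodes called as cells and for all barcodes. In the called barcodes both files held identical counts. The tags comprise 197 named antibodies, 9 of them isotype controls, which bind no mouse antigen, and 1 tag without a name, which took 0.243 to 0.305% of tag UMIs and was left out. No batch or date is given within or between the groups, so any difference in handling between the groups cannot be told apart from the knockdown.

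The following steps were computed here. Kept cells had 200 to 3000 detected genes and at most 5% mitochondrial UMIs, the limits in the study's methods. Doublets, droplets with more than 1 cell, were scored in each library as the share of simulated doublets among the nearest neighbors in 30 principal components of 2000 variable genes, with 2 simulated doublets per cell. Cells over the Otsu threshold of the simulated doublets' scores were removed. This rule was set after the data were examined, and it removed 31.1 to 33.6% of the tested cells, a high rate. Among the removed cells 38.3 to 52.8% held both a Cd4 UMI and at least 3 UMIs of Cd8a and Cd8b1, against 1.64 to 3.90% of the others. CD4+ and CD8+ cells were called from the tags: CD4+ cells lay over the CD4 and under the CD8a threshold of their library (Otsu on log10 counts plus 1), and CD8+ cells the other way round. The CD8a threshold fell at 0.99 to 2.02 counts and separated the cells poorly. At least 3 Cd8 UMIs were present in 69.3 to 78.3% of CD8+ cells, against 96.4 to 99.0% when the CD8b tag took the place of CD8a. The CD8a gate was chosen before the data were examined and stayed in use, and the CD8b gate was added as an alternative afterwards.

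Kept cells were clustered with the Leiden algorithm at resolution 0.8 on 40 principal components of 2000 variable genes and 20 neighbors, leaving out the marker and list genes below. Clusters were named from marker lists fixed beforehand: CD4 and CD8 lineage, naive, effector, Il18r1-type, Treg, proliferating, early activation, gamma-delta T, NK, B, myeloid, and tumor or stroma. A name says that these markers were high and is no proof of identity. The number of variable genes, the neighbors and the details of the naming were settled after the data were examined.

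UMIs were summed per library over the cells of a gate or cluster class and tested with edgeR's quasi-likelihood test (TMM scaling, genes filtered by filterByExpr, no block). Genes and tags were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. Standard errors of log2 fold changes were derived from the F statistic. The difference of the knockdown effect between lineages was tested as an interaction in 1 fit of all sums. In the text appear all genes and tags that the study lists for these cells, and per lineage the 5 highest and 5 lowest called log2 fold changes among genes with a mean of at least 50 CPM (counts scaled to a common library size) and both libraries of 1 group above both of the other; the tags had no minimum. Mitochondrial, ribosomal and receptor segment genes were excluded from this rule. Gene lists fixed beforehand (cytolytic effector, inhibitory receptor, cytokine and chemokine, proliferation, interferon-gamma response, resting) were tested in both lineages with camera at an inter-gene correlation of 0.01 and with fry, adjusted over the 12 tests.

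Shares were compared by a two-sided exact permutation test of the library values. With 2 libraries against 2 its smallest p is 0.333, so it cannot pass 0.05. Intervals are exact Clopper-Pearson intervals at 95% and cover counting error only. Shares of cells with a transcript were taken after thinning each cell to 1000 UMIs. Tags were scaled by a centered log ratio, and CD38+CD39+ cells lay over the Otsu thresholds pooled over all libraries, 112 and 97.4 counts. Empty droplets were barcodes not called as cells with 100 UMIs or fewer.

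The tests were run beforehand on simulated counts with the real library sizes and, per comparison, 1 common spread estimated from the data. Genes or tags with a larger spread, such as the TIGIT tag, were not imitated, and all sums were drawn independently. Of 200 genes changed 3-fold, edgeR recovered 193 of the 194 tested among 9957 genes of the simulated CD4+ comparison, with 1 false call, and 189 of 198 among 11568 genes for CD8+ cells. DESeq2 recovered 81.4% and 84.9%. Of 20 changed tags, 19 (CD4+) and 20 (CD8+) were recovered among 197. The interaction test recovered 158 of 188 among 11132 genes, with 4 false calls. Those calls also needed a difference of at least 1 log2 unit. The interaction genes reported below were counted by adjusted p alone, so their false calls were not simulated. Both list tests found the changed list in each lineage.

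Alternatives were DESeq2's Wald test and size factors, a replicate block, no filter on low counts, no limit on the fold change, lineage by RNA or by 1 pooled threshold, other cell filters, free RNA subtracted, other clustering settings and tag thresholds, and each library left out in turn. Alternatives added after the data were examined were the CD8b gate, 100 free RNA UMIs subtracted per cell, stricter doublet limits, scaling of tags within each cell, lineage by RNA for the interaction, and leaving out myeloid-like and B-like cells. Coordinates are those of GENCODE M21 for GRCm38, where 32158 of the 32285 gene identifiers were found. The tools were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The seed was 1. Chromatin, survival and human data of the study were not analysed here.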

Results

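The data are RNA and surface protein counts of single intratumoral T cells, and the design compares tumors of the 105K kidney tumor line with a hairpin against the checkpoint gene Cd276 (sh-B7-H3 (1), called knockdown here) with tumors that carried a non-targeting hairpin (sh-NC, called control). Each group had 2 libraries, taken as lanes of 1 pool of 80 tumors. Control libraries 1 and 2 held 12112 and 10589 called cells with 132820909 and 126586948 RNA UMIs. Knockdown libraries 1 and 2 held 7030 and 9129 called cells with 79224898 and 102213924 RNA UMIs. Tag UMIs numbered 95537054 and 79910350 in the control libraries and 57746160 and 51672919 in the knockdown libraries. After filters and doublet removal 6329 and 5287 control cells and 3051 and 3932 knockdown cells were kept. Their median depth was 7803 and 8278 UMIs in the control libraries and 6422 and 6607 in the knockdown libraries. Isotype control tags made up 0.292 and 0.298% of the kept cells' tag UMIs in the control libraries and 0.405 and 0.412% in the knockdown libraries.

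The targeted gene was looked at first. Cd276 (ENSMUSG00000035914, GRCm38 chromosome 9, 58524298 to 58555437) had 10 and 10 UMIs in all called control cells and 9 and 11 in all called knockdown cells, and at most 2 UMIs in the kept cells of any library. The hairpin acts in the tumor cells, which the sort removes, so these counts cannot check the labels at this depth.

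The first comparison asked whether the balance of CD4+ and CD8+ T cells changes when the tumors lack B7-H3. CD4+ cells were 1469 of the 3636 cells called CD4+ or CD8+ in control library 1 (40.4%, exact 95% interval 38.8 to 42.0) and 347 of 2788 in control library 2 (12.4%, 11.2 to 13.7). In the knockdown libraries they were 640 of 1721 (37.2%, 34.9 to 39.5) and 609 of 2288 (26.6%, 24.8 to 28.5). The group means were 26.4 ± 19.8% and 31.9 ± 7.47% (SD, n = 2 each), and the two-sided exact permutation test gave p = 1. The low value of control library 2 went with its CD8a threshold, 0.99 counts against 2.01 in control library 1. Of 5287 kept cells of control library 2, 2292 lay over both thresholds and 207 under both. In control library 1 these were 1372 and 1321 of 6329. With 1 pooled threshold 812 and 867 cells of control libraries 1 and 2 were CD4+. The control SD thus reflects the thresholds and not only the spread between lanes. With a threshold per library the ratio of knockdown to control was 1.21, and without control library 2 it was 0.790. It was 0.991 with the CD8b gate, 53.2 ± 1.38% against 52.7 ± 4.71%. With lineage by RNA it was 0.941, from 37.6 ± 0.498% to 35.4 ± 1.03% (exact permutation p = 0.333, the smallest possible). That fall exceeded the spread between lanes. However, lineage by RNA leaves out cells with both Cd4 and Cd8 RNA. These were 472 of 6329 and 416 of 5287 kept control cells, but 409 of 3051 and 514 of 3932 kept knockdown cells. The fall may therefore follow from this unequal exclusion. The outcome thus depends on how lineage is called, and no difference in either direction was established.

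The second comparison asked which T cell states differ in abundance. Clustering gave 17 clusters, 14 of them named from the fixed markers. The CD4 effector-like cluster had Ccl3, Ccl4, Lag3 and Ifng among its most specific genes. It held 174 and 175 control cells and 612 and 749 knockdown cells. By the CD8b gate 67.72% of this cluster's cells were CD4+ and 22.51% CD8+. Its share of the kept cells was 3.03 ± 0.397% in the control and 19.6 ± 0.714% in the knockdown libraries (SD, n = 2 each), a ratio of 6.45 with an exact permutation p = 0.333, the smallest this design allows. The CD8 effector-like class held 2 clusters, with Ccl5, Gzmk, Gzmb and Nkg7 among the most specific genes of the larger cluster. It made up 6.51 ± 1.18% and 20.9 ± 0.379% of kept cells, a ratio of 3.22 with the same exact p. Both differences exceeded the spread between lanes. The strictest doublet limit moved them most: it left 5 and 15 control and 3 and 3 knockdown cells of the CD4 effector-like cluster, and both ratios fell below 1. Of the CD8 effector-like class it left 96 and 102 control and 29 and 42 knockdown cells, 10.98 and 13.9% against 5.66 and 6.60% of the remaining cells, so that reversal is not a matter of few cells. At 0.8 of the limit, with 142 and 151 control and 314 and 365 knockdown cells, the CD4 effector-like shares were 3.69 and 4.59% against 15.8 and 14.1%, and the CD8 effector-like shares 6.74 and 8.93% against 17.3 and 19.4%. Effector-like cells made up 4.76 ± 0.205% of CD4+ cells in the control and 36.1 ± 3.30% in the knockdown libraries, and 10.8 ± 1.52% and 35.0 ± 2.64% of CD8+ cells.

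**Figure D1:**
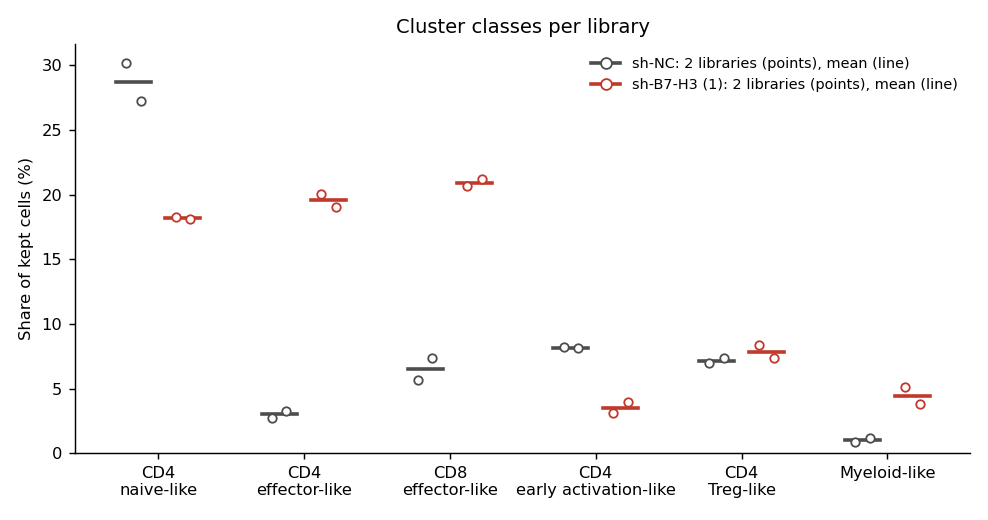
Share of kept cells in 6 cluster classes, in percent; points are single libraries and lines are group means (2 libraries per group). The CD4 effector-like share lies between 2.75 and 3.31% in the control and between 19.0 and 20.1% in the knockdown libraries.

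Shares fell in other clusters. CD4 naive-like cells made up 28.7 ± 2.08% of kept control cells and 18.2 ± 0.128% of kept knockdown cells, and CD4 early activation-like cells 8.18 ± 0.0699% and 3.54 ± 0.604%. The smaller cluster of the CD4 naive-like class made up 3.28 ± 0.039% and 2.37 ± 0.220%. Its 10 most specific genes hold 0 naive markers and include Sox4, Myb and Id3. CD4 Treg-like cells, 7.17 ± 0.289% and 7.85 ± 0.713%, differed by about the spread between lanes (exact permutation p = 0.667), but the sum hides 2 clusters that moved apart. That with Klrg1 and Foxp3 among its most specific genes rose from 4.10 ± 0.386% to 6.29 ± 0.798%, and that with Il2ra and Foxp3 fell from 3.08 ± 0.0968% to 1.57 ± 0.0848% (exact permutation p = 0.333 for each, the smallest possible). The mixed naive-like share was 5.53 ± 0.541% and 1.61 ± 0.198%. Its 10 most specific genes hold 0 naive markers and include the interferon-response genes Ifit1, Isg15, Ifit3, Usp18 and Irf7, so this cluster is set apart by interferon-response genes rather than by naive markers. Such cells did not fall throughout: the smaller CD8 effector-like cluster, with Ifit3, Rsad2, Ifit1, Cxcl10 and Isg15 as its most specific genes and Gzmb as the only effector marker among 10, rose from 0.917 ± 0.0663% to 2.22 ± 0.171%. The mixed early activation-like share was 5.31 ± 0.466% and 2.31 ± 0.115% and the Il18r1-type-like share 3.33 ± 0.0035% and 2.68 ± 0.377%. Myeloid-like cells rose from 1.05 ± 0.230% to 4.47 ± 0.959%. Gamma-delta T-like and B-like cells numbered 16 and 14 in all libraries together. Clusters without a name held 30.9 ± 0.159% and 18.6 ± 1.44%. Among them was a cluster of low depth (median 580.0 UMIs) with 3 and 2 control cells and 110 and 144 knockdown cells. No cluster was named proliferating.

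The third comparison asked which genes change within CD4+ cells. The sums held 11280117 and 2781991 UMIs in the control and 4376168 and 4329656 UMIs in the knockdown libraries. Of 10040 genes tested, 707 were called by edgeR's quasi-likelihood test, 572 higher and 135 lower in the knockdown libraries. DESeq2's test called 429, of which 422 were shared. Dropping the limit on the fold change moved the count most, to 2956. Among settings that kept the limit, a subtraction of free RNA moved it most, to 0 (1237 genes at an unadjusted p under 0.05 by edgeR). The estimate of free RNA in that subtraction failed. The p-values speak of these 2 pools of tumors, whose libraries are taken as lanes. Of the 8 genes the study names for CD4+ cells, 7 were under 0.05 both adjusted over the list alone and over all genes, and 6 also passed the limit on the fold change. The study chose them on these libraries, so the first count is not independent evidence.

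The study's genes follow, with adjusted p from edgeR's quasi-likelihood test and Benjamini-Hochberg. Gzmk (ENSMUSG00000042385, chromosome 13, 113171608 to 113225908) rose from 28.8 ± 3.62 to 122 ± 12.6 CPM (SD, n = 2 each), a log2 fold change of 2.02 with a standard error of 0.0958 (edgeR adjusted p = 1.79e-14). Nkg7 (ENSMUSG00000004612, chromosome 7, 43437073 to 43438249) rose from 347 ± 21.7 to 2250 ± 109 CPM, a log2 fold change of 2.72 ± 0.0462 (SE; edgeR adjusted p = 8.64e-24). Ifng (ENSMUSG00000055170, chromosome 10, 118441046 to 118445892) rose from 35.1 ± 3.10 to 152 ± 18.1 CPM, Lag3 from 58.1 ± 12.2 to 280.4 ± 29.7, Pdcd1 from 53.6 ± 1.42 to 193 ± 6.03 and Cst7 from 47.8 ± 4.87 to 107 ± 5.19. Their log2 fold changes were 2.16 (Ifng), 2.38 (Lag3), 1.86 (Pdcd1) and 1.21 (Cst7), with standard errors of 0.0700 to 0.0917. Cst7 fell below the limit with mitochondrial UMIs allowed up to 10% (0.92) and without doublet removal (0.99). Prf1 (ENSMUSG00000037202) rose by 0.56, from 40.7 ± 11.4 to 54.5 ± 10.8 CPM (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00275, from 1.11e-10 to 0.593 over the alternatives), and was not called, though it was called with lineage by RNA (1.03) and with the CD8b gate (1.03). Its libraries overlap (32.6 and 48.7 against 46.8 and 62.1 CPM), and the rise was 0.15 without control library 1 and 0.35 without knockdown library 2, so its size depends on single libraries. Tnf (ENSMUSG00000024401), 15.4 ± 4.09 and 18.8 ± 1.31 CPM, did not differ beyond the spread between lanes (log2 fold change 0.17, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.530).

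**Figure D2:**
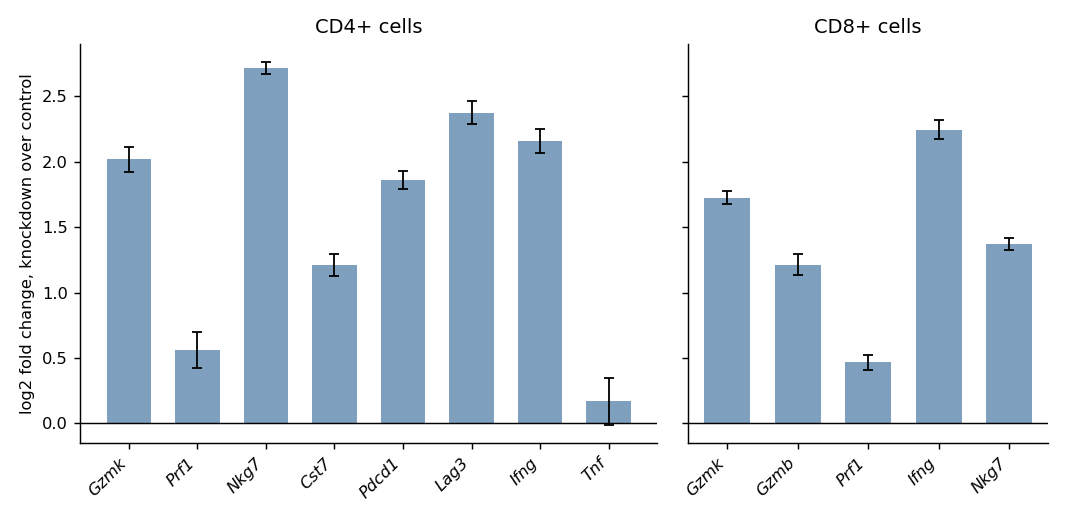
Log2 fold change of knockdown over control for the genes the study names, in CD4+ cells (left) and CD8+ cells (right); bars are the estimates from 2 libraries per group and whiskers are standard errors. Prf1 lies below the calling limit of 1 in both lineages.

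By the rule for the largest changes, Spp1 (3.66, from 7.33 ± 3.06 to 108.5 ± 15.2 CPM), Cxcr6 (2.62), Gm42418 (2.43, from 5192 ± 176 to 28085 ± 1053 CPM) and Il2rb (2.42) rose most beside Nkg7. Gm42418 (chromosome 17, 39846958 to 39848788) carries ribosomal RNA sequence and overlaps AY036118 (39847113 to 39848035) on the other strand, so its counts are uncertain. It was also higher in every other class examined, myeloid-like cells included. Ly6c1 fell by 1.84 on the log2 scale, Cd69 by 1.52, Tsc22d3 by 1.51, Jun by 1.35 and Igfbp4 by 1.29.

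In CD8+ cells, the same question was put to sums of 18403031 and 21195500 control UMIs and 7050334 and 11371654 knockdown UMIs. Of 11672 genes tested, 958 were called by edgeR, 831 higher and 127 lower. Of the 5 genes the study names, all 5 were under 0.05 both adjusted over the list alone and over all genes, and 4 were called. Gzmk rose from 42.9 ± 2.58 to 142.5 ± 2.19 CPM (SD, n = 2 each), a log2 fold change of 1.73 ± 0.0513 (SE; edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 5.21e-16). Gzmb (ENSMUSG00000015437, chromosome 14, 56258838 to 56262260) rose from 61.5 ± 4.03 to 139.99 ± 27.1 CPM, a log2 fold change of 1.21 ± 0.0800, which was 0.98 without knockdown library 2. Ifng rose by 2.24, from 17.9 ± 2.50 to 85.4 ± 1.90 CPM, Nkg7 by 1.37, from 889 ± 35.9 to 2304 ± 192 CPM, and Prf1 by 0.47, from 50.6 ± 1.65 to 70.5 ± 3.58 CPM.

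By the rule for the largest changes in CD8+ cells, Gm42418 (2.42), Ccl3 (2.41), S100a4 (2.40), Apoe (2.33) and H2-Eb1 (2.30) rose most. The CD8+ gate held 21 and 38 myeloid-like cells in the control and 70 and 80 in the knockdown libraries, and these carried 94.3 to 95.4% of the gate's Apoe UMIs and 87.3 to 97.2% of its H2-Eb1 UMIs. With myeloid-like and B-like cells left out, the called genes numbered 854, of which 808 were shared. Apoe and H2-Eb1 still differed, by 2.26 and 2.42, but on the few UMIs left. In knockdown libraries 1 and 2 myeloid-like cells held 1410 of 1450 and 1537 of 1627 H2-Eb1 UMIs. For Apoe they held 5945 of 6230 and 6421 of 6806 UMIs. These 2 changes therefore do not show that CD8+ T cells express more of either gene. Tsc22d3 fell from 153 ± 10.9 to 56.7 ± 7.49 CPM, and on the log2 scale Ccr7 fell by 1.09, Tcf7 by 1.06, Il7r by 1.03 and Tmem108 by 1.03. Ccr7, Tcf7, Il7r and Tmem108 fell short of the limit with mitochondrial UMIs allowed up to 10%, and Il7r and Tmem108 also without knockdown library 1 (-0.96 and -0.87).

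Gene lists were tested to ask which programs shift. By camera with Benjamini-Hochberg adjustment the cytolytic effector list was higher in CD4+ cells (adjusted p = 1.26e-05, median log2 fold change 1.21, 10 of 11 genes higher) and in CD8+ cells (camera adjusted p = 0.000114, median 1.17, 10 of 11 genes). The inhibitory receptor list was higher in both lineages (camera adjusted p = 2.15e-06 in each, 8 of 8 genes, medians 1.88 and 2.06). The resting list was lower in both (camera adjusted p = 1.16e-07 and 4.07e-06, 0 of 9 genes higher, medians -1.04 and -1.03). The cytokine and chemokine list (camera adjusted p = 0.0104, median 1.34) and the proliferation list (camera adjusted p = 0.00929, median 0.78) were higher in CD8+ cells. In CD4+ cells these lists did not pass camera (adjusted p = 0.0759 and 0.217, medians 0.37 and 0.20). The interferon-gamma response list passed in neither lineage (camera adjusted p = 0.272 and 0.445, medians -0.19 and -0.12, 7 of 16 genes higher in each). With all libraries fry made the same calls and also called the cytokine and proliferation lists in CD4+ cells. With 1 library left out, the fry adjusted p of the lists called by camera ranged from 0.0352 to 0.153, and each of those lists missed 0.05 in at least 1 such fit. Of the cytolytic effector list 5 genes, of the inhibitory receptor list 2 and of the cytokine and chemokine list 2 were named by the study from these libraries.

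Single cells were then asked how often they hold a transcript at equal depth. At 1000 UMIs per cell Gzmk was found in 2.59 ± 0.0024% of control and 11.5 ± 0.0242% of knockdown CD4+ cells (SD, n = 2 each), and Ifng in 2.89 ± 0.807% and 9.49 ± 1.21%. CD4 naive-like cells, which should lack both, gave 0.0612 ± 0.0120% and 0.399 ± 0.0471% for Gzmk and 0.0348 ± 0.0492% and 0.380 ± 0.278% for Ifng. Median depths before thinning were 6659 to 8011 UMIs in CD4+ cells and 6754.5 to 8183.5 in naive-like cells, and at most 3 CD4+ cells per library were too shallow. Gzmb did not differ, with 2.48 ± 0.250% and 2.31 ± 0.948% (exact permutation p = 1). Foxp3 was found in 3.32 ± 0.613% and 5.61 ± 0.730% of CD4+ cells, against 0.341 ± 0.109% and 0.895 ± 1.06% of naive-like cells, and Mki67 in 0.307 ± 0.434% and 1.52 ± 0.0651%, against none of the naive-like cells. In CD8+ cells the shares were 4.77 ± 1.23% and 13.9 ± 0.410% for Gzmk, 4.04 ± 0.581% and 8.91 ± 0.732% for Gzmb, 1.69 ± 0.226% and 8.22 ± 0.603% for Ifng, 1.16 ± 0.0063% and 1.65 ± 0.322% for Foxp3, and 0.108 ± 0.0216% and 0.619 ± 0.0377% for Mki67. With the CD8b gate Foxp3 was found in 0.165 ± 0.0122% and 0.487 ± 0.0497% of CD8+ cells, at median depths of 6845 to 8857 UMIs. In the control libraries these lie below the naive-like shares. In the knockdown libraries they were 0.523 and 0.452%, against 1.65 and 0.144% of naive-like cells (9 and 1 cells), so whether they are background stays open. In the knockdown libraries 68 and 130 CD8+ cells were too shallow and left out, against 15 and 12 in the control libraries. Without thinning the ratio of the groups for Gzmk in CD4+ cells was 5.74, against 4.43 at 1000 UMIs.

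**Figure D3:**
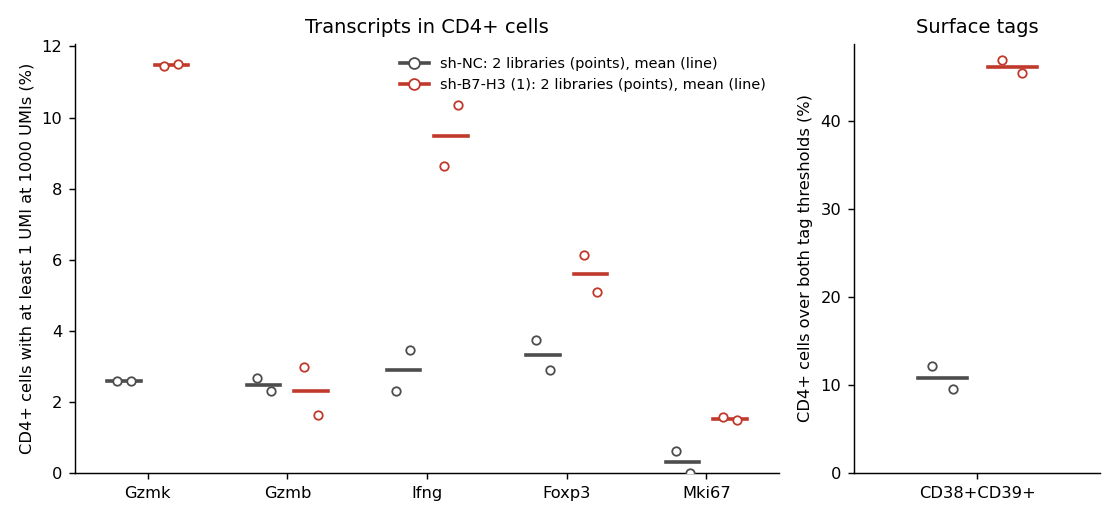
Left, percent of CD4+ cells with at least 1 UMI of each gene after thinning to 1000 UMIs; right, percent of CD4+ cells over both the CD38 and CD39 tag thresholds. Points are single libraries and lines are group means; the knockdown points for Gzmk, Ifng and CD38+CD39+ lie above both control points.

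The surface tags were compared to ask which proteins mark the altered CD4+ cells. Of 197 tags, 8 were called in CD4+ cells, 4 higher and 4 lower. CD38 rose from 22936 ± 1807 to 61159 ± 4346 CPM of tag UMIs (SD, n = 2 each), a log2 fold change of 1.41 ± 0.0859 (SE; edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.000759). CD39 rose from 18262 ± 1576 to 43305 ± 2662 CPM, a log2 fold change of 1.25 ± 0.0851 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.000768). Of the 7 tags named by the study, 5 were under 0.05 both adjusted over the list alone and over all tags, and 2 were called. PD-1 rose by 0.85, CD200R by 0.77 and CD54 by 0.65 on the log2 scale, below the limit. CD25 (-0.24, adjusted p = 0.133) and CD43 (0.15, adjusted p = 0.215) did not pass edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. CD24 (1.24) and CD22 (1.21) were higher, and Ly-6C fell by 1.68, CD1d by 1.36 and CD117 by 1.00. CD26 fell from 16916 ± 538 to 7348 ± 1.67 CPM. Without control library 2, CD24 did not pass edgeR's test (Benjamini-Hochberg adjusted p = 0.0513, range over all alternatives 2.09e-07 with DESeq2 to 0.0513), and CD117 fell short without control library 1 or knockdown library 2. CD24 lay at 680 ± 83.1 and 1617 ± 291 CPM and CD22 at 245 ± 26.0 and 568 ± 13.9 CPM. Isotype control tags lay on both sides of CD22, such as IgG2b at 185 and 145 CPM and IgG1 (RTK2071) at 580 and 767 CPM. So CD22 is not shown to stand above background binding.

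In CD8+ cells 12 tags were called, 2 higher and 10 lower. CD38 rose by 1.09 and CD22 by 1.28, the latter at low levels again (251 ± 8.64 and 612 ± 20.9 CPM). Of the 7 tags named by the study, all 7 were under 0.05 both adjusted over the list alone and over all tags, and CD38 was called. CD39 rose by 0.93, PD-1 by 0.72, CD200R by 0.64, CD43 by 0.45 and CD54 by 0.29, and CD25 fell by 0.21. Without control library 1 the change of CD38 was 0.95, below the limit, and without control library 2 that of CD39 was 1.04, above it. CD205 fell by 2.82, from 10230 ± 3291 to 1453 ± 747 CPM, and did not pass without control library 1 or 2 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0501 and 0.0702, range over all alternatives 1.46e-05 with DESeq2 to 0.0702). Ly-6C fell by 1.70, CD26 by 1.36, CD45 by 1.23 and CD1d by 1.22.

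CD38+CD39+ cells were 178 of 1469 and 33 of 347 control CD4+ cells and 300 of 640 and 277 of 609 knockdown CD4+ cells. The shares were 10.8 ± 1.84% and 46.2 ± 0.983% (SD, n = 2 each), a ratio of 4.27 with an exact permutation p = 0.333, the smallest possible. The isotype threshold moved it most, to 54.8 ± 5.82% and 92.4 ± 1.06%. Among CD4+ cells under the CD25 threshold, which lay at 0.996 counts and separated them poorly, the shares were 8.66 ± 0.274% and 46.3 ± 2.66%. Across CD4+ cells of a library, CD39 had the highest Pearson correlation with CD38 of 196 tags, with r = 0.910 and 0.902 in the control and 0.943 and 0.944 in the knockdown libraries. PD-1 came next in the control libraries (0.841 and 0.835) and CD54 in the knockdown libraries (0.834 and 0.853), and the median r of the isotype tags was 0.0122 to 0.0293. Cells are not replicates, so no p is given.

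Within cluster classes, where the question was whether differences remain inside a class, edgeR's quasi-likelihood test called 106 genes in CD4 naive-like cells (98 higher), 77 in CD4 effector-like cells (36 higher), 122 in CD4 Treg-like cells (67 higher), 61 in CD8 effector-like cells (39 higher) and 74 in the largest CD8 cluster without a name (64 higher). The CD4 naive-like, CD4 Treg-like and CD8 effector-like classes each pool 2 clusters, so a changed mix inside them can give such calls.

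Empty droplets were taken to show the free RNA around the cells. Those with 100 UMIs or fewer numbered 1568814 and 1636215 in the control and 1036275 and 1252709 in the knockdown libraries, with 3.99 and 4.15 and with 2.70 and 2.31 UMIs each on average. The 7 MHC class II genes examined together made up 232 ± 19.7 CPM of these UMIs in the control and 648 ± 66.9 CPM in the knockdown libraries (SD, n = 2 each). Only 33059 and 33016 control and 30976 and 35031 knockdown barcodes held 10 to 50 UMIs. The average UMIs per barcode thus depend on the lower limit and may not measure the free RNA of a droplet.

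**Figure D4:**
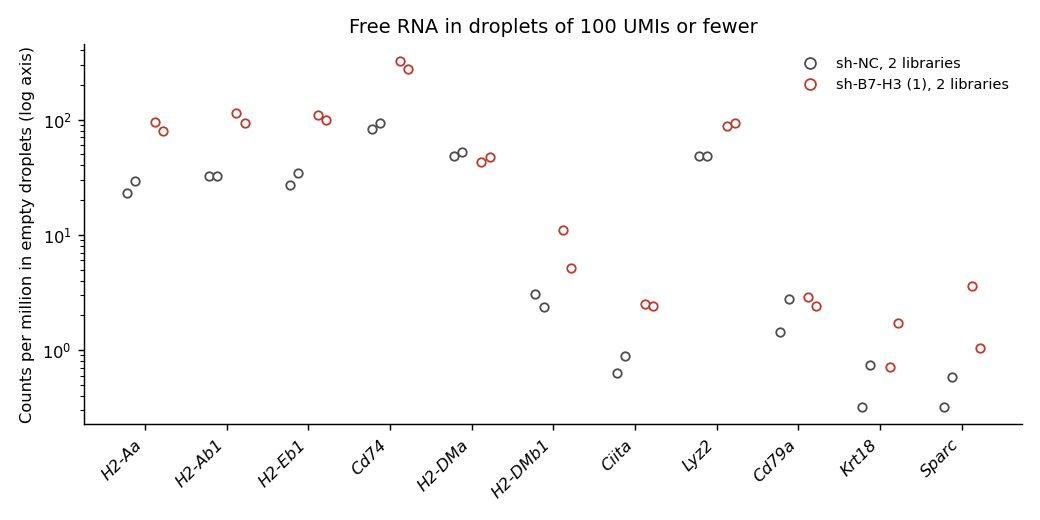
CPM of single genes in empty droplets of 100 UMIs or fewer on a log axis; points are single libraries, 2 per group. Cd74 lies at 83.1 and 94.1 CPM in the control and at 320.2 and 275 CPM in the knockdown libraries, while H2-DMa does not rise.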

Values the study reported

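The paper reports 12,820 T cells after its filters, of which 7,885 came from control and 4,935 from knockdown tumors, in 10 clusters. It gives CD4+ cells as 40% of the cells in knockdown tumors against 25% in control tumors. It reports the Gzmk effector cluster of CD4+ cells as 6-fold and the Gzmk and Gzmb effector cluster of CD8+ cells as 2.5-fold higher in the knockdown tumors. The antibody panel is given as 190 antibodies.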

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

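Chosen only after their results were seen were the test of myeloid markers in empty droplets, lineage by RNA and by the CD8b tag for the interaction, leaving out myeloid-like and B-like cells, and leaving out each library for the empty droplets.

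The knockdown effect differed between CD4+ and CD8+ cells in a direct test of that difference. Of 11536 genes, 162 passed edgeR's quasi-likelihood interaction test, 63 with a higher and 99 with a lower change in CD4+ cells, and 58 of the 162 also differed by at least 1 log2 unit. An unadjusted p under 0.05 was reached by 1192. Nkg7 rose more in CD4+ cells, by 1.33 ± 0.0715 log2 units (SE, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 1.33e-11). Among genes chosen after their values were seen, Runx3 (1.11) and Nedd4 (2.14) also rose more in CD4+ cells, and Ms4a4b moved the other way (-0.62).

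Cells of the other lineage inside a gate, which the poor CD8a threshold allows, would lose these genes with a purer gate, but with lineage by RNA 128 of the 162 genes stayed past the threshold. The CD8b gate kept 130. The count depends on the libraries: it was 34 without control library 1, 80 without knockdown library 2 and 104 without control library 2. What stays open is that the gates hold different mixes of cell states, so the genes may mark which states each lineage holds and not a different response of like cells. A biological difference between the lineages stays open too, and both speak of 1 pool per group.

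A further signal lay in the empty droplets, which the comparisons of cells leave aside. MHC class II transcripts were higher in those of the knockdown libraries, with a log2 ratio of 1.48 of the group means and 218 and 246 against 695 and 601 CPM in single libraries. H2-DMa, with -0.165 on the log2 scale, was the exception among the 7 genes. The rise is not particular to the droplets: in kept cells, myeloid-like cells included, Cd74 lay at 107 and 92.9 CPM in the control and at 413 and 296 CPM in the knockdown libraries, and H2-DMa at 48.3 and 46.98 against 39.8 and 41.1 CPM. In barcodes of 10 to 50 UMIs the log2 ratio was 0.870. The log2 ratio of the median B cell marker was 0.085 and that of the median tumor or stroma marker 0.290, both far below that of the MHC class II genes.

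More myeloid cells among the sorted cells are a candidate explanation: the median log2 ratio of the 6 myeloid markers in the same droplets was 1.172, below the median of 1.648 of the MHC class II genes, and myeloid-like cells rose with them. The test leaves this open, since the markers differ widely (0.287 to 1.663). Tumor cells that present more antigen, more antigen-presenting cells in the tumors and a less clean sort of the knockdown pool could each give the same droplets. None of these can be told apart here, because the sort and the group coincide.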

How the results depend on the processing

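Chosen only after the data were seen were the CD8b gate, 100 free RNA UMIs subtracted per cell, the stricter doublet limits, scaling of tags within each cell, lineage by RNA for the interaction, leaving out myeloid-like and B-like cells, and leaving out single libraries for transcript shares, correlations and empty droplets.

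No result on a named gene or tag reversed. Of the values of 58 named genes and tags, 325 of 351 kept direction and call under the settings chosen beforehand, 145 of 148 under the added ones and 221 of 232 with 1 library left out. In those last fits the lone library is assumed to vary like the other group. DESeq2's test, DESeq2's size factors and leaving out myeloid-like and B-like cells each kept all 58 calls. Of the planned losses 15 came from the free RNA subtraction, 5 from the 10% mitochondrial limit and 3 from dropping the upper gene limit. The replicate block and leaving out doublet removal gave 1 each. For gene lists 22 of 24 values under settings chosen beforehand and 44 of 48 with 1 library left out kept their call.

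In CD4+ cells 707 genes were called. The count was 429 with DESeq2 and 2956 without a limit on the fold change (1521 higher and 1435 lower). It was 1081 with the CD8b gate, where 606 were shared and more cells entered. The planned subtraction of free RNA gave 0 by edgeR, with 1237 genes at an unadjusted p under 0.05; without subtraction DESeq2 called 429. That subtraction estimated 15.0 to 53.5% free RNA in CD4+ sums and 77.7 to 155% in CD8+ sums, an impossible share, so it was not run for CD8+ cells. Empty droplets held on average 0.0350 to 0.0511% of the median UMIs of kept cells, but that average depends on how many barcodes of few UMIs are counted. With 100 UMIs subtracted per cell 712 genes were called, 700 of them shared. In CD8+ cells 958 genes were called, and 4582 without a limit on the fold change (2317 higher and 2265 lower). The large excess of higher calls in both lineages thus depends on that limit. With the limit at 10% mitochondrial UMIs the share of higher genes was 93.5%, against 86.7%. For tags, dropping that limit on the fold change gave 88 in CD4+ and 117 in CD8+ cells. The higher counts follow from the dropped limit; for the other settings the cause was not tested.

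The interaction count was 456 with lineage by RNA and 391 with the CD8b gate, and it ranged from 34 (without control library 1) to 119 with 1 library left out. The cause was not tested.

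In CD4+ cells the cytokine and chemokine list passed under fry (Benjamini-Hochberg adjusted p = 0.0487) and ranged from 0.0278 (without control library 1) to 0.280 under camera with 1 library left out, passing also without knockdown library 1 (0.0354). The proliferation list passed under fry (adjusted p = 0.0137) and ranged from 0.0267 (without knockdown library 2) to 0.163. In CD8+ cells the cytokine list ranged from 0.00113 to 0.0660 (without knockdown library 2). The cause was not tested.

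The ratio of CD4+ shares, 1.21, reversed to 0.792 without the upper gene limit, 0.825 with 10% mitochondrial UMIs, 0.680 without doublet removal, 0.941 with lineage by RNA, 0.945 with 1 pooled threshold and 0.991 with the CD8b gate. With 1 library left out it ranged from 0.790 (without control library 2) to 2.56 (without control library 1). The ratio of the CD4 effector-like share was 0.404 and that of the CD8 effector-like share 0.492 with the doublet limit at 0.5 of its threshold. That limit left 5 and 15 control and 3 and 3 knockdown CD4 effector-like cells, but 96 and 102 control and 29 and 42 knockdown CD8 effector-like cells. For Gzmb in CD4+ cells, 0.932 as reported, the ratio was 1.43 without thinning and 1.07 at 2000 UMIs, and it ranged from 0.662 (without knockdown library 1) to 1.202 (without knockdown library 2). For the effector-like shares the doublet test could not decide, and for the others the cause was not tested.

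The mean correlation of CD38 with CD39 in CD4+ cells fell from 0.906 to 0.767 in the control and from 0.943 to 0.890 in the knockdown libraries with tags thinned to 1000, and to 0.941 in the knockdown libraries with the CD8b gate. The log2 ratio of MHC class II transcripts in empty droplets was 0.870 in barcodes of 10 to 50 UMIs.

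Replicate numbers do not pair the samples: deviations of libraries with the same number correlated at 0.0220 and -0.0027 across genes and 0.0446 and 0.0219 across tags in CD4+ and CD8+ cells. With the replicate block 722 and 963 genes (676 and 943 shared) and 7 and 12 tags were called, and 188 genes passed the interaction with the library as a block. CD117 in CD4+ cells was the 1 named call that changed under the block. All list calls of camera were kept under the block. By fry the lists with a Benjamini-Hochberg adjusted p under 0.05 were the cytolytic (0.0388), inhibitory (0.0471) and proliferation (0.0388) lists in CD4+ cells and the cytokine list in CD8+ cells (0.0388). The others were 0.0625 (resting), 0.169 (cytokine) and 0.431 (interferon-gamma) in CD4+ cells, and 0.119 (cytolytic), 0.0576 (inhibitory), 0.0913 (proliferation), 0.119 (resting) and 0.128 (interferon-gamma) in CD8+ cells.

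Of the CD4+ and CD8+ sums that of CD4+ cells in control library 2 was the shallowest, with 347 cells and 2781991 UMIs. Sums of single classes were shallower still, down to 174 CD4 effector-like cells with 1249662 UMIs in control library 1. Between libraries of a group genes varied 1.41 to 2.12 times and tags 40.97 to 383 times as much as counting alone gives (chi-square per degree of freedom). In CD4+ cells TIGIT lay at 26748 and 153 CPM and CCR2 at 15327 and 6588 CPM in knockdown libraries 1 and 2. CD205 lay at 5543 and 1478 CPM in control libraries 1 and 2. The reading of the libraries as lanes of 1 pool therefore stays uncertain.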

Other observations

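Chosen only after their results were seen were the stricter doublet limits, the count of Cd8 RNA in CD4 effector-like cells, both tests of myeloid-like cells, the test of free RNA in naive-like cells, the comparison of free RNA in CD4+ and naive-like cells, and the fits with 100 free RNA UMIs subtracted.

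The many genes that differ in CD4+ and CD8+ cells may follow in part from a different mix of cell states. From the cluster shares alone, changes were expected of which 22.49% (CD4+) and 33.4% (CD8+) of called genes lay more than 1 log2 unit away. The expected sign was right for 95.0 and 95.6% of called genes, with rank correlations of 0.713 and 0.409 across genes, which are not independent replicates. For the study's main genes the mix gave about as much as was seen or more. In CD4+ cells Gzmk was 2.98 expected against 2.02 observed, Nkg7 2.81 against 2.72, Ifng 2.62 against 2.16 and Lag3 2.83 against 2.38, and in CD8+ cells Gzmk 2.12 against 1.73, Nkg7 1.38 against 1.37 and Ifng 2.21 against 2.24. The clusters were formed from the same RNA. Across all called genes the mix fell short in size: it gave a change of at least 1 log2 unit for 380 of 707 and 447 of 958 called genes, with median sizes of 1.07 against 1.504 observed in CD4+ and 0.947 against 1.63 in CD8+ cells. Gm42418 (0.088 expected against 2.43 observed) and Tsc22d3 (-0.373 expected against -1.51) were not explained by the mix in CD4+ cells. Free RNA was tested for the CD4+ genes. A subtraction of 100 UMIs per cell took 1.25 to 1.46% of the sums, moved little (700 called genes shared) and decides nothing. Free RNA present alike in all droplets of a library would raise naive-like cells as much, but over the 572 genes called higher in CD4+ cells the median rise in CD4 naive-like cells was 1.58% of that in CD4+ cells, in UMIs per cell. The sums differ by less, 190.9 against 340.2 UMIs per cell, because they hold Gm42418, AY036118 and Lars2. Over the other 569 genes they were 1.757 against 164.5. The test speaks for those genes and not for the 3. Of the 572, 11 rose there by over 50% as much, so for those free RNA stays open.

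The higher CD4 effector-like share was tested against doublets and depth. Among cells with a doublet score of at most 0.5 of the threshold the ratio of the groups fell to 0.404, which is the direction that doublets as a cause would give. That test cannot decide, because it left 5 and 15 control and 3 and 3 knockdown cells. In the states compared, the score also moved with a state's share between the groups, but across states it did not follow the share. The median score in the control libraries was 0.541 and 0.524 for CD4 effector-like cells, close to that of the far commoner CD4 naive-like cells. The Cd8 count was added after that outcome. Doublets of a CD4+ cell and a CD8+ effector cell would mostly hold Cd8 RNA, but on average 26.816% of the knockdown cells had at least 3 Cd8 UMIs, and the control libraries gave 26.4 and 29.1%. That part lay far above the 2.09 to 3.23% of CD4 naive-like cells. By the CD8b gate 67.72% of the cells of this cluster were CD4+ and 22.51% CD8+, the latter under the CD4 tag threshold. Doublets with a CD4+ cell should mostly lie over that threshold, so CD8+ cells placed in this cluster can give much of that part. For the rest such doublets stay open, and so do doublets of CD4+ cells with each other. The Cd8 count says nothing on the CD8 effector-like share. With the same limit its ratio fell to 0.492, with 96 and 102 control and 29 and 42 knockdown cells left. The median score of these cells was 0.529 and 0.497 in the control and 0.585 and 0.574 in the knockdown libraries, while that of CD4 naive-like cells, whose share fell, was 0.535 and 0.524 against 0.432 and 0.441. So between the groups the score of these states was higher where the state was commoner. The test therefore cannot decide, and doublets stay open for the CD8 effector-like share. A difference in depth argues poorly for the share, since at 1000 UMIs per cell the share of CD4+ cells with Gzmk still differed by 8.8851 percentage points. An effect of the knockdown stays among the open explanations.

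A cluster with a median of 580.0 UMIs held 3 and 2 control and 110 and 144 knockdown cells. Damaged cells or droplets of free RNA are a candidate explanation. Its correlation with the empty droplets, 0.9258, was the highest of 15 clusters, but it ranked 1 in knockdown library 1 and 10 in knockdown library 2, so the question stays open.

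Myeloid-like cells numbered 56 and 64 in the control and 157 and 149 in the knockdown libraries, although CD3+ cells were sorted. Their median of 2115.0 UMIs, against 7641.0 in all other kept cells, speaks against doublets with T cells. A Cd3 UMI was present in 48.357% of them, which leaves open whether they may be myeloid cells carrying T cell RNA. More such cells in the tumors or a less clean sort stay open as well.

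In CD4 effector-like cells Trbv2 was the commonest beta segment, with 18.8 and 20.6% of cells with a segment in the control and 27.3 and 29.6% in the knockdown libraries. Its share exceeded that in naive-like cells by at least 2.226 percentage points. Expanded clones or a shared receptor choice are a possible explanation, but the control libraries had only 64 and 68 effector-like cells with a segment. Of the 7 Trav segments called in CD4 effector-like cells, 5 were higher in the knockdown libraries. Mice of different substrains or misplaced reads stay open as a cause: in naive-like cells the median move in the same direction was -0.182, but the segments went both ways there on few UMIs, so it decides nothing.

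Gm42418, AY036118 and Lars2 were higher in the knockdown libraries in each of the 5 T cell classes compared, which leave out the early activation-like, mixed, Il18r1-type-like and gamma-delta T-like cells and the other clusters without a name. In CD4 naive-like cells the log2 ratios were 2.59, 2.05 and 2.11, in myeloid-like cells 2.37, 1.83 and 2.00 and in empty droplets 0.452, 0.601 and 1.363. A difference in library preparation or RNA quality could give this, but preparation and group coincide, and the median of 0.601 in empty droplets decides nothing.

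In CD4 naive-like cells 98 genes were called higher in the knockdown libraries, and 85 of them were also higher in empty droplets, with a median log2 ratio of 1.10. Free RNA from other cells may be the source. Gm42418, AY036118, Lars2 and mt-Atp8 were left out of the sum. Over the other 94 genes the summed rise was 3.743 UMIs per cell, against a mean of at most 2.695 UMIs per empty droplet in the knockdown libraries and 3.99 and 4.15 in the control libraries. Droplets with a cell can hold more free RNA than empty ones, and that mean depends on the barcodes counted, so this stays open.

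Values in the same population as those of the study lay within 1.5 times of them for kept cells and for both effector-like ratios. CD4+ cells were 14.9 ± 11.8% of kept control and 18.2 ± 3.88% of kept knockdown cells by the CD8a gate, 41.5 ± 2.18% and 36.5 ± 5.00% by the CD8b gate, and 27.5 ± 0.165% and 24.8 ± 0.489% by RNA. The study takes its share over the cells after its own filters and calls lineage in another way, so no direction against it is given.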
